A study of Mus musculus with 4 samples. Its data were reported in "Gα13 restricts nutrient driven proliferation in mucosal germinal centers" (2024).

How the data were processed

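The data are 4 single-cell RNA sequencing libraries of sorted mouse GC B cells, made with the 10x Genomics 5′ chemistry and captured separately in the same experiment. Each group of genotype (control or Gα13-deficient) and site (mLN or pLN) had 1 library. The authors deposited filtered matrices of raw UMI counts per gene and barcode, produced with Cell Ranger 6.0.0 against mm10, with counts of 3 hashtags in the same files. Per the labels, further work was done in Seurat, and no deposited file held cell types or the authors' cell filter. The counts were used as deposited, with no normalization applied by the authors.

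Cells were kept with at least 500 detected genes and at most 10% mitochondrial UMIs. Scrublet in scanpy 1.11.5, with its automatic threshold, called 0 doublets in every library, so it has not worked here and no doublet was removed. The libraries were clustered together with Python 3.11.15, scanpy and python-igraph 0.11.9, on 2000 variable genes without immunoglobulin, T cell receptor, mitochondrial and ribosomal protein genes, 30 principal components, 15 neighbours and a Leiden resolution of 0.8. Of the 18 clusters, those with at least 3 detected markers of a fixed list at least 2-fold higher than elsewhere could be called after that cell type. The name of a type other than GC B cells also needed more such markers than any other of these types. It further needed no fewer of the 10 leading genes than any of them. Light zone and dark zone names, given among the rest, needed more such markers than the other zone. Clusters named plasma-like, non-GC B-like or T-like were left out, and raw counts of all other cells were summed per library. The markers were fixed before the data were examined, but this rule for scoring them was set after seeing the clusters, and the names can differ from those of the study. Summed UMIs without immunoglobulin genes were 22114187 in control mLN, 24636653 in control pLN, 38601470 in Gα13-deficient mLN and 33265275 in Gα13-deficient pLN, with median depths of 8706, 8024, 8073 and 10038 UMIs per cell.

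For each gene, CPM was computed over all genes except immunoglobulin genes, and a log2 ratio of CPM was given for 4 comparisons, Gα13-deficient minus control at each site and mLN minus pLN in each genotype. Its 95% interval was the exact conditional binomial interval, and counts had exact Poisson intervals. No test was run and no p-value is given, since cells of 1 library are not replicates. Of the 32285 gene IDs in the files, 32235 matched the reference annotation of the same build, from which positions were taken.

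Gene lists were written by hand before the data were examined, since no gene set database was available, and they are not the study's sets. They cover MYC targets, mTORC1 signalling, S phase, G2 and mitosis (G2/M), cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, sterol synthesis, glutamine and amino acid transport and use, the unfolded protein response, FOXO1 targets, the response to BCR, CD40 and NF-kB, light zone genes, dark zone genes, GC identity, the Gα13 pathway with positioning receptors, p53 targets, the interferon response, dissociation stress, mitochondrially encoded genes, immunoglobulin heavy chain constant genes, and markers of plasma cells, non-GC B cells, T cells, myeloid and dendritic cells, NK cells, stromal cells and erythroid cells. Lists overlap: 30 of 48 mTORC1 genes, 13 of 19 light zone genes, 8 of 15 dark zone genes and 7 of 15 non-GC B cell genes are also on another list. A list's median was taken over members with at least 5 CPM in at least 1 of the libraries compared, with an exact order statistic 95% interval, which describes the spread over members and not over mice. Its percentile was taken among 10000 random lists of the same size matched on mean expression in 20 bins. Lists with fewer than 3 measured members got no median.

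Named genes were chosen by a rule fixed before the data were examined: the 10 highest and 10 lowest log2 ratios per comparison among genes with at least 20 CPM in at least 1 of the libraries, without immunoglobulin, T cell receptor, mitochondrial and sex-linked genes and unnamed gene models. Gna13, Myc, Ccnd3, Slc38a1, S1pr3, Arhgef1, Ric8a, Cxcr4, Cd86 and Cd83 were added as genes the study is about, and the members of each described list with the largest ratios. Which lists were described, and the naming of 2 members between genotypes and 3 between sites where the rule allowed up to 4, were settled after seeing the values under the alternatives, and this shortened the list of genes that reversed. Phases were called with scanpy's cell cycle scores on cells thinned to 3000 UMIs, and shares of cells have exact (Clopper-Pearson) binomial intervals. A cell's heavy chain was called from at least 3 UMIs of 1 constant gene, with at least 2 times as many as of any other.

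The steps were tested on simulated data for the comparison of genotypes in mLN. Of 8174 unchanged genes, 95.1% of intervals held the true ratio. All 67 genes changed 1.5-fold lay past 0 on the true side (100%), as did 89.6% of 67 genes changed 1.25-fold. Of 200 lists of unchanged genes, 95.0% fell between percentiles 2.5 and 97.5. The simulated genes varied by counting error alone and independently of each other. These shares thus check the arithmetic, and not the intervals or percentiles of genes that vary together or between mice.

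Alternatives chosen before the data were examined were looser and stricter cell filters, no doublet removal, summing all kept cells, scaling by UMIs of all genes, by edgeR 4.0.16 TMM factors and by DESeq2 1.42.0 size factors (R 4.3.3), the mean of per-cell CPM, thinned cells, other list minimums, G1 cells only, a common phase mix, other thinning depths, other Leiden resolutions and variable genes without cell cycle genes. Droplets with a single hashtag, and sums that keep non-GC B-like cells, were added after seeing the data. Intervals were computed with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, hashtag thresholds with scikit-learn 1.9.0, and plots with matplotlib 3.10.9. The study's other experiments were not analysed here.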

Results

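Single-cell RNA sequencing was performed on sorted germinal center (GC) B cells of mice, the cells that divide, mutate their antibody genes and compete for survival inside lymphoid follicles. The 4 libraries covered 2 genotypes and 2 sites, with 1 library for each combination. Control cells carried 1 intact and 1 loxP-flanked copy of Gna13, the gene of the G protein subunit Gα13. Gα13-deficient cells came from mice with 2 loxP-flanked copies and a Cr2-driven Cre recombinase, which acts in B cells. Cells came from mesenteric lymph nodes (mLN), which drain the gut, and from peripheral lymph nodes (pLN) of mice 12 weeks old that had been immunized under the skin with sheep red blood cells. Total gene UMI counts were 31571852 in control mLN, 34723355 in control pLN, 50523223 in Gα13-deficient mLN and 45238794 in Gα13-deficient pLN. The libraries held 3369, 4444, 5267 and 4127 barcodes in that order, of which 2528, 3521, 4695 and 3801 were kept as cells. Counts summed over GC B cells came from 2056, 2638, 3879 and 2807 cells. The study sorted cells of several mice of each genotype, so each library stood for a pool of mice, and the comparisons did not pair the sites by mouse. With 1 library per group there was no replicate check and no test, so every difference compares libraries. Intervals of genes and shares cover counting error only, and those of list medians the spread over list members.

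Gna13 transcripts remained abundant in the Gα13-deficient libraries. Summed counts of Gna13 (ENSMUSG00000020611, chromosome 11, 109362831 to 109401369 in mm10) corresponded to 161 CPM (counts scaled to the library total) in control mLN, 152 CPM in control pLN, 150 CPM in Gα13-deficient mLN and 133 CPM in Gα13-deficient pLN. Gna13 was lower in the deficient library by a log2 ratio of -0.11 in mLN (95% interval -0.17 to -0.05) and -0.19 in pLN (-0.25 to -0.12). The 5′ tags read the start of a transcript, and which exon Cre removes is not given in the sources used here. Tags that lie outside the removed part check nothing about the deletion, so the genotype of each library rested on its label.

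In mLN, loss of Gα13 was accompanied by higher transcripts for MYC targets and for glycolysis. Gapdh, a glycolytic enzyme, stood at 1910 CPM in the deficient library and 1271 CPM in control, a log2 ratio of 0.59 (95% interval 0.57 to 0.61). Erh, a small protein of RNA processing on the MYC target list, stood at 197 and 110 CPM, a log2 ratio of 0.84 (0.78 to 0.91). Myc itself (ENSMUSG00000022346, chromosome 15), the transcription factor that drives growth of positively selected GC B cells, stood at 71.4 and 55.1 CPM, a log2 ratio of 0.37 (0.28 to 0.47). This comparison addressed how loss of Gα13 affects the positive selection and proliferation programs of mLN GC B cells.

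Among MYC targets, genes of ribosome assembly, translation and protein folding, 50 of 56 measured members were higher in the deficient mLN library, with a median log2 ratio of 0.12 (95% interval of the median 0.07 to 0.15), at percentile 100 of 10000 random lists matched on expression. C1qbp, a mitochondrial matrix protein, followed Erh with 0.29. Glycolysis genes had a median of 0.13 (0.06 to 0.19), with 15 of 17 members higher, led by Gapdh and by Eno1 (enolase) at 0.48. The mTORC1 signalling list, which shares 9 genes with glycolysis, had a median of 0.06 with an interval reaching below 0 (-0.01 to 0.10) and 27 of 44 members higher. It was at percentile 99.1 of matched random lists, and its median ranged from 0.02 to 0.18 over the alternatives, highest in G1 cells. Dissociation stress genes, which respond to tissue handling, were higher in the same comparison, with a median of 0.12 (0.03 to 0.41) at percentile 99.4 and 9 of 10 members higher. Genes of S phase, in which DNA is copied, had a median of 0.09 (0.02 to 0.13), with Tyms (thymidylate synthase) at 0.31 and the replication factor Gins2 at 0.27. Genes of G2 and mitosis had a median of -0.04 (-0.07 to 0.00), with the cytokinesis gene Ect2 at -0.30 and G2e3 at -0.26. Medians were 0.00 for cytosolic ribosomal proteins (-0.02 to 0.02), with Rps27 at -0.48 and Rps29 at -0.42, and 0.05 for oxidative phosphorylation (0.04 to 0.08). Against matched random lists, oxidative phosphorylation was at percentile 87.8, inside their 95% range of 0.01 to 0.06, and ribosomal proteins were at percentile 0.02. The unfolded protein response list had a median of 0.05 (0.04 to 0.11), at percentile 89.0, led by the chaperone genes Sdf2l1 at 0.24 and Pdia6 at 0.18, and the median and both genes turned negative when plasma-like and other left-out cells were summed too.

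Other genes at the extremes in mLN were a mixed set. Hbb-bt, a beta globin gene, had the highest log2 ratio at 1.46 (1.29 to 1.62), followed by Shisa8 at 0.97, the dynein light chain gene Dynlt1f at 0.83, Tnfsf9 (4-1BB ligand, a costimulatory protein) at 0.66, Ahcy, an enzyme of the methionine cycle, at 0.63, Rilpl2 at 0.62, Ms4a6c at 0.60 and Itm2c at 0.58. The lowest were Ccnb1ip1 at -0.92, the adaptor gene Samsn1 at -0.75, the adhesion receptor gene Cd2 at -0.68, Nrgn at -0.66, Tmem108 at -0.64, the histone gene Hist1h4c at -0.60, Nrep at -0.58, Fbxw7, a ubiquitin ligase subunit that targets MYC protein, at -0.56, Rnpc3 at -0.54 and Amz2 at -0.53. Transcripts of Ccnd3, the gene of cyclin D3, were higher by 0.19 (0.15 to 0.22), while the glutamine transporter gene Slc38a1 was at 0.01 (-0.07 to 0.08). S1pr3, a receptor for sphingosine-1-phosphate that promotes migration, was at 0.33 (0.13 to 0.54), the downstream exchange factor gene Arhgef1 at -0.15 and the chaperone gene Ric8a at -0.04 (-0.18 to 0.10). The FOXO1 target list had a median of -0.16 (-0.24 to -0.08), with 8 of 9 members lower, among them Cxcr4, the receptor that holds cells in the dark zone, at -0.29 and Klf6 at -0.24. The activation markers Cd86 and Cd83 were at 0.07 (-0.05 to 0.18) and -0.13 (-0.18 to -0.08). Barcodes with more than 10% mitochondrial UMIs made up 19.2% of control mLN and 6.61% of Gα13-deficient mLN, and mitochondrially encoded genes had a median of -0.14 among the kept and summed cells.

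**Figure D1:**
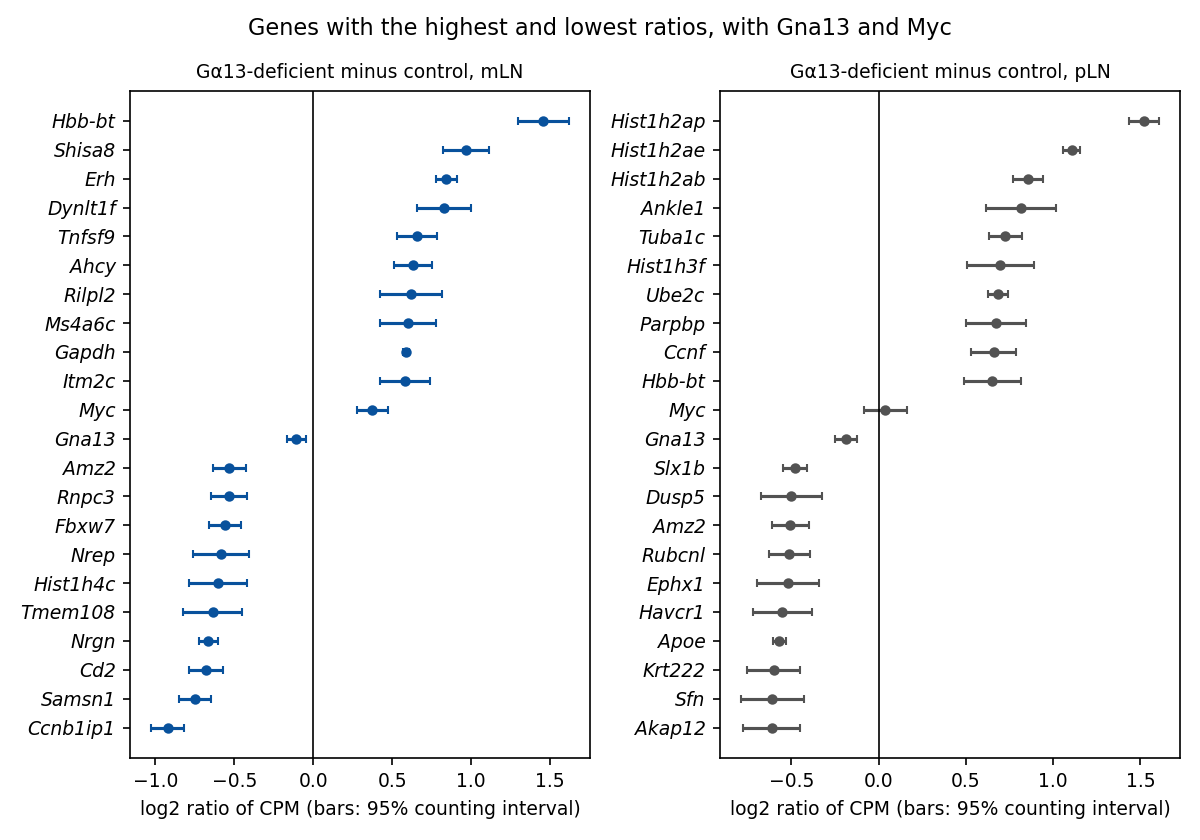
Genes with the 10 highest and 10 lowest log2 ratios of CPM in Gα13-deficient minus control cells, in mLN (left) and pLN (right), with Gna13 and Myc added. Points are summed counts of 1 library against 1 library, and bars are 95% counting intervals; Gna13 sits at -0.11 and -0.19, and Myc at 0.37 and 0.04.

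In pLN, several histone genes and the genes of G2 and mitosis were higher in the deficient library than in control. The histone genes Hist1h2ap, Hist1h2ae, Hist1h2ab and Hist1h3f had log2 ratios of 1.52 (1.44 to 1.61), 1.11, 0.85 and 0.70. All 54 measured genes of the G2 and mitosis list were higher in the deficient library, with a median of 0.31 (0.22 to 0.36), among them Ube2c, which helps to end mitosis, at 0.68 (0.63 to 0.74) and Anln, a cytokinesis gene, at 0.64. In cells called G1, which are selected for low scores of these genes, that median was -0.045, and Ube2c, Hist1h2ae and Hist1h3f were at -0.46, -0.36 and -0.70. Non-GC B cell genes were lower in the deficient library, with a median of -0.24 (-0.39 to 0.16) at percentile 0 and 10 of 14 members below 0. Myc did not differ detectably, with 39.7 CPM in deficient and 38.6 CPM in control cells and a log2 ratio of 0.04 (-0.08 to 0.16). This comparison addressed whether the differences seen at the gut-draining site were also present at a site of acute immunization.

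The MYC target list in pLN had a median log2 ratio of 0.01 (-0.02 to 0.05), at percentile 82.3, with 31 members higher and 25 lower, Ran at 0.18 and Ddx21 at -0.18 being the farthest from 0. The mTORC1 signalling median was -0.03 (-0.06 to -0.00) and turned to 0.02 when scaled by TMM and 0.01 by DESeq2 size factors, with Eno1 at -0.41 and the serine synthesis gene Phgdh at 0.30. Glycolysis was at -0.01 (-0.07 to 0.05), and likewise changed sign under those scalings, to 0.04 and 0.03. S phase genes had a median of 0.05 (0.01 to 0.08), with Tyms at 0.46 and Rrm2, a subunit of ribonucleotide reductase, at 0.33, but the median was -0.04 when every cell weighed the same. The unfolded protein response list was at 0.11 (0.05 to 0.19), with Creld2 at 0.30 and Sdf2l1 at 0.24. Interferon response genes were lower, with a median of -0.18 (-0.29 to -0.15) and 16 of 17 members below 0, including Irf7 and Trim30a at -0.30 and -0.29. Genes that respond to tissue dissociation were lower as well, with a median of -0.19 (-0.39 to -0.11), Jund at -0.39 and Ier2 at -0.32. Medians were 0.03 for cytosolic ribosomal proteins (0.02 to 0.04, at percentile 88.6), 0.05 for oxidative phosphorylation (0.03 to 0.06, at percentile 99.97) and -0.21 for FOXO1 targets (-0.39 to 0.07, at percentile 0.01).

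Further genes at the extremes in pLN were Ankle1, a nuclease gene, at 0.82, the tubulin gene Tuba1c at 0.73, Parpbp at 0.67, the cyclin gene Ccnf at 0.66 and Hbb-bt at 0.65. The lowest were the scaffold gene Akap12 at -0.61, Sfn at -0.61, Krt222 at -0.60, Apoe, a lipid carrier, at -0.57 (310 against 460 CPM), Havcr1 at -0.55, Ephx1 at -0.52, Rubcnl at -0.51, Amz2 at -0.51, the phosphatase gene Dusp5 at -0.50 and Slx1b at -0.48. Ccnd3 was at 0.08 (0.04 to 0.11), Slc38a1 at -0.09, S1pr3 at 0.02 (-0.12 to 0.16), Ric8a at -0.10 (-0.22 to 0.03), Cxcr4 at -0.31, Cd86 at -0.18 and Cd83 at -0.33, and Arhgef1 was at -0.03 (-0.07 to 0.02), which scaling by TMM turned to 0.02. Mitochondrially encoded genes had a median of -0.40, and barcodes with more than 10% mitochondrial UMIs made up 16.1% of control pLN and 4.99% of Gα13-deficient pLN.

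Taking the log2 ratio in mLN minus that in pLN for each gene, MYC targets had a median difference of 0.09 (0.07 to 0.12), with 51 of 56 members above 0. The median difference was 0.06 for mTORC1 signalling (0.02 to 0.12), at percentile 93.7 and inside the 95% range of matched random lists (-0.03 to 0.07), and 0.02 for S phase genes (-0.07 to 0.10). Over the alternatives it ranged from 0.06 to 0.23 for MYC targets, 0.02 to 0.26 for mTORC1 signalling and -0.02 to 0.09 for S phase genes. These differences between sites were not tested, since each rested on 1 library per group. For MYC targets, hashtag groups of 1 library differed by up to 0.11 in Gα13-deficient mLN and 0.16 in Gα13-deficient pLN, above the median difference of 0.09. In control mLN and control pLN they differed by up to 0.049 and 0.043.

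Control GC B cells of the mLN carried higher transcripts for MYC targets, sterol synthesis and the cell cycle than those of the pLN, and lower transcripts of resting B cell genes. Dissociation stress genes, which respond to tissue handling, had a median of -0.74 (-1.38 to 0.02), with 9 of 12 members lower in mLN. The MYC target median was 0.26 (0.18 to 0.32), with 54 of 56 members higher, led by Srm (spermidine synthase) at 0.62, the mitochondrial chaperone gene Hspe1 at 0.48 and Nap1l1 at 0.48, and Myc was at 0.51 (0.39 to 0.64). G2 and mitosis genes had a median of 0.42 (0.35 to 0.48), with Psrc1 at 0.95, Nusap1 at 0.68 and Ect2 at 0.68, and S phase genes a median of 0.19 (0.15 to 0.25), with Tyms at 0.88, Cdca7 at 0.45 and Clspn at 0.44. The size of the cell cycle differences depended on the cells summed: with the looser filter, the stricter filter and phases reweighted, the S phase median was 0.038, 0.048 and 0.063, and the G2 and mitosis median 0.27, 0.25 and 0.16. With non-GC B-like cells kept, the S phase median was 0.30. This comparison addressed whether MYC, mTORC1 and cell cycle programs are higher at the gut-draining site.

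Sterol synthesis genes had a median of 0.25 (0.11 to 0.36), with Fdps, Idi1 and Cyp51 at 0.62, 0.57 and 0.54. The mTORC1 signalling median was 0.11 (-0.01 to 0.23), with Asns (asparagine synthetase) at 27.6 against 13.8 CPM, the mTORC1 inhibitor gene Ddit4 at -0.91 and Phgdh at 0.62, and glycolysis was at 0.01 (-0.10 to 0.30), with Mif at 0.78. Cytosolic ribosomal proteins were at 0.11 (0.07 to 0.14) and oxidative phosphorylation at 0.08 (0.07 to 0.11). Light zone genes, switched on where GC B cells meet helper T cells, had a median of -0.31 (-0.69 to 0.08), with Fcer2a, the gene of CD23, at -1.90, Cd69 at -1.18, Cd86 at -1.14 and Cd83 at -0.69. All 14 measured genes of the non-GC B cell list were lower in mLN, with a median of -1.40 (-1.77 to -0.22) and Ighd at -2.14 and Cd55 at -1.77, so the summed pLN cells carried more transcripts of resting B cells. Among genes of the Gα13 pathway and positioning receptors the median was -0.22 (-1.18 to 0.09), with S1pr4 at -1.74, S1pr3 at -1.18 and the integrin gene Itga4 at 0.80, while Arhgef1 and Ric8a were at -0.23 and -0.35. GC identity genes had a median of 0.04 (-0.09 to 0.75), with Klhl6, Rgs13 and Mef2b at 1.07, 1.06 and 0.80.

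The highest log2 ratios between control mLN and control pLN were those of Nrep at 5.48 (4.66 to 6.44, from 480 and 12 counts), Emp2 at 4.49, Rflna at 4.13, Tox2, a transcription factor gene, at 3.72, Irak1bp1 at 3.41, the G protein subunit gene Gnaz at 3.10, Osbpl3 at 2.88, Gstt1 at 2.86, Ank at 2.80 and Cobl at 2.47. The lowest were Il10ra, the interleukin-10 receptor gene, at -2.83, Pxdc1 at -2.53, Tm6sf1 at -2.48, Lgals9 (galectin-9) at -2.20, Serpinb6b at -2.18, the lipid exporter gene Abca1 at -2.18, Sdc4 at -2.05, Fcer2a at -1.90, the globin gene Hbb-bh1 at -1.83 and Calhm2 at -1.81. Ccnd3 was at -0.11 (-0.15 to -0.07), Slc38a1 at -0.32 (-0.39 to -0.24), Cxcr4 at 0.02 (-0.07 to 0.11) and Gna13 at 0.09 (0.02 to 0.15).

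Among Gα13-deficient cells, the mLN library carried higher MYC target, glycolysis and S phase transcripts than the pLN library, while genes of G2 and mitosis lay close together. All 56 MYC targets were higher in mLN, with a median of 0.34 (0.30 to 0.40), Erh at 1.03, Srm at 0.69 and Hspd1 at 0.64, and Myc was at 0.85 (0.75 to 0.94). Glycolysis genes had a median of 0.28 (0.07 to 0.43), with Gapdh at 0.79, Eno1 at 0.78 and Mif at 0.73, and mTORC1 signalling a median of 0.18 (0.10 to 0.29), with Asns at 1.04. This comparison addressed the same question in the absence of Gα13.

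S phase genes had a median of 0.25 (0.20 to 0.28), with Tyms at 0.73, Ung at 0.49 and Dscc1 at 0.47, and the median was 0.093 with the looser filter, 0.10 with the stricter filter and 0.064 with phases reweighted. It was higher, at 0.40, with the mean of per-cell CPM, at 0.37 with thinned cells and at 0.36 with non-GC B-like cells kept. The median of G2 and mitosis genes was 0.05 (0.03 to 0.08), with Cks1b at 0.34, Lbr at -0.31 and Anp32e at 0.27, and it was -0.10 with a looser and -0.11 with a stricter cell filter. Sterol synthesis was at 0.18 (0.08 to 0.25), with Idi1 at 0.59, Cyp51 at 0.56 and Fdps at 0.46, cytosolic ribosomal proteins at 0.06 (0.02 to 0.10) and oxidative phosphorylation at 0.08 (0.05 to 0.12). Light zone genes had a median of -0.22 (-0.50 to 0.14), with Fcer2a at -2.09, Cd86 at -0.90 and the antigen presentation gene Cd74 at -0.67. All 12 measured non-GC B cell genes were lower in mLN, with a median of -1.23 (-1.83 to -0.44), Ighd at -1.87 and the complement receptor gene Cr2 at -1.39. The Gα13 pathway and positioning list was at -0.17 (-0.87 to 0.17), with S1pr4 at -1.77, S1pr3 at -0.87 and Itga4 at 0.45, and GC identity genes were at 0.02 (-0.07 to 0.65), with Rgs13 at 1.21, Klhl6 at 1.08 and Mef2b at 0.99.

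The genes at the extremes between the Gα13-deficient libraries overlapped with those of control. The highest were Rflna at 3.80, Ranbp17 at 3.47, Osbpl3 at 3.41, Tox2 at 3.30, Emp2 at 3.22, Irak1bp1 at 3.03, Ank at 2.97, Gnaz at 2.86, Rsph1 at 2.70 and Pawr at 2.64. The lowest were Sdc4 at -2.66, Serpinb6b at -2.65, Lgals9 at -2.49, Pxdc1 at -2.42, Abca1 at -2.29, Fcer2a at -2.09, Il10ra at -2.01, Tm6sf1 at -1.95, the actin-severing gene Gsn at -1.92 and S1pr4 at -1.77. Gna13 was at 0.17 (0.11 to 0.22), Slc38a1 at -0.23, Arhgef1 at -0.35, Ric8a at -0.29 and Cd83 at -0.49, while Ccnd3 at -0.00 (-0.03 to 0.03) and Cxcr4 at 0.04 (-0.04 to 0.12) did not differ detectably.

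**Figure D2:**
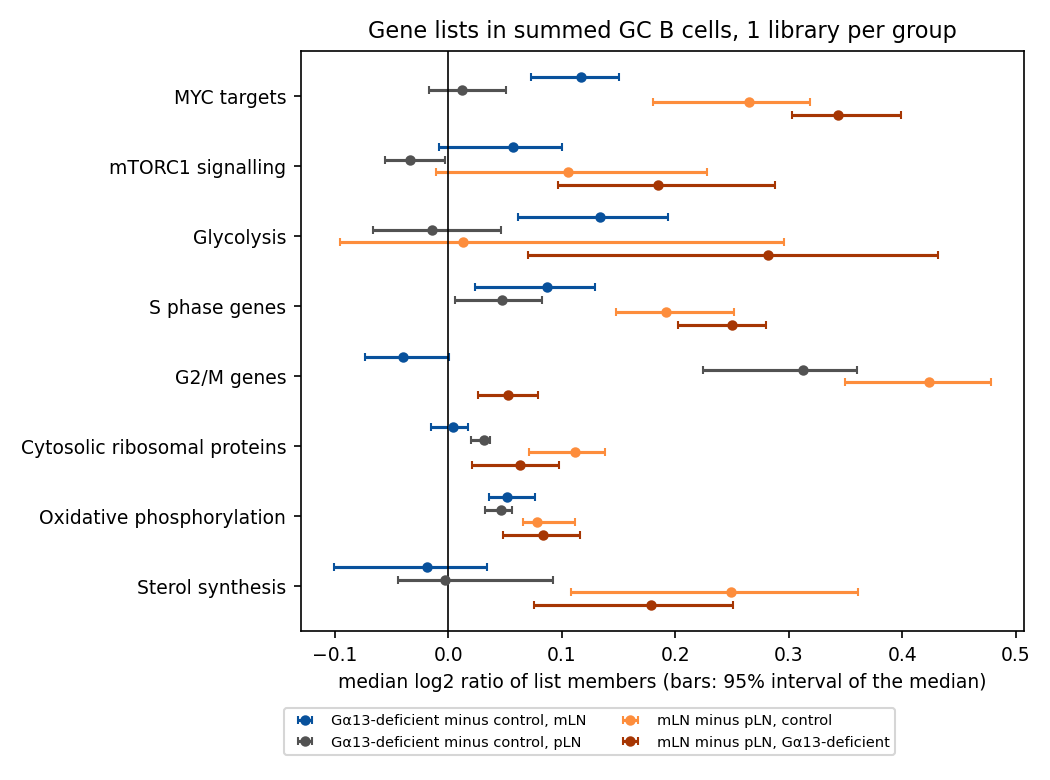
Median log2 ratio of the measured members of 8 gene lists in 4 comparisons of summed GC B cells. Bars are 95% intervals of the median over list members, with 1 library per group; MYC targets range from 0.01 in pLN between genotypes to 0.34 between sites in Gα13-deficient cells, and mTORC1 signalling, glycolysis and sterol synthesis change sign with the scaling in pLN between genotypes, as sterol synthesis does in mLN.

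Called cell cycle phases differed more between sites than between genotypes. After thinning each cell to 3000 UMIs, the share of cells called S or G2M was 79.6% in control mLN (exact binomial 95% interval 77.6 to 81.5) and 81.6% in Gα13-deficient mLN (80.2 to 82.9), against 64.0% in control pLN (61.9 to 66.1) and 63.5% in Gα13-deficient pLN (61.6 to 65.4). Without thinning the share was 77.4% and 78.7% in the mLN libraries, and 61.3% in Gα13-deficient pLN. The summed pLN cells carried more transcripts of resting B cells than those of mLN. At a Leiden resolution of 0.4, clusters of another cell type held 40.2% of kept cells in control pLN and 45.6% in Gα13-deficient pLN. How far resting B cells left in the pLN sums widen this gap between sites was not tested. Cells with a Myc UMI made up 10.1% of control mLN (8.67 to 11.6), 7.30% of control pLN (6.20 to 8.53), 10.6% of Gα13-deficient mLN (9.55 to 11.7) and 6.58% of Gα13-deficient pLN (5.65 to 7.62), and 20.6%, 14.3%, 21.2% and 16.0% without thinning. Thinning left out 377, 639, 541 and 286 shallower cells in that order. In plasma-like cells, which should lack Myc, the thinned shares were 7.43%, 2.27%, 4.38% and 3.50%, at median depths of 19851, 23640, 15252 and 25229 UMIs against 10455, 10217, 9165 and 11011 in the GC B cells. Plasma-like cells were taken for this after the shares had been seen: those of T-like cells were 16.1%, 17.8%, 18.5% and 16.7%, above the shares of the GC B cells, and those of non-GC B-like cells 8.94%, 6.66%, 7.65% and 6.33%, below them. The Myc shares were therefore not read as a count of Myc-expressing cells, and the intervals of the genotypes overlapped at each site.

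**Figure D3:**
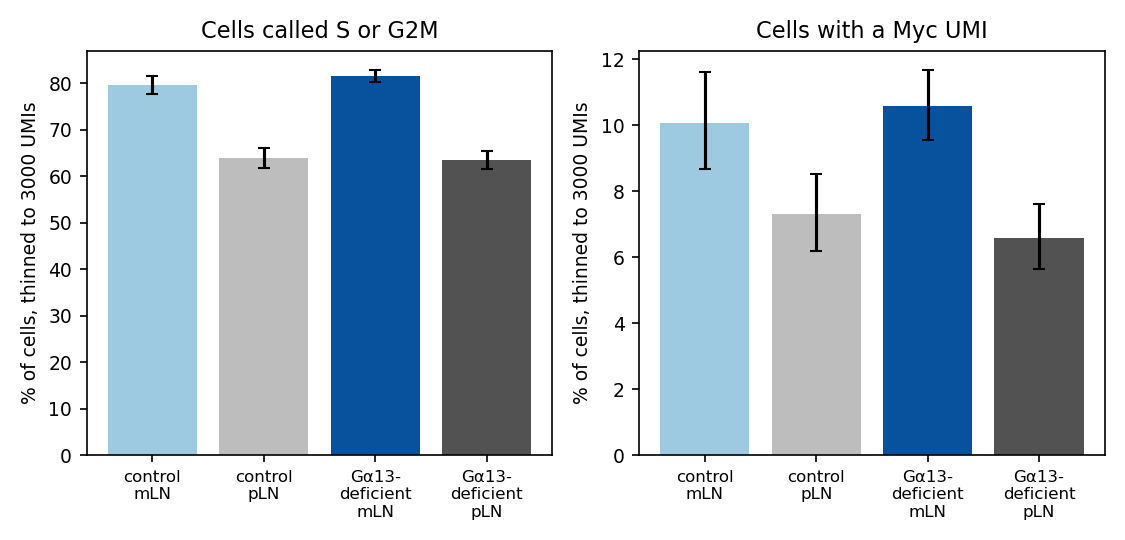
Share of summed GC B cells called S or G2M (left) and with at least 1 Myc UMI (right) in each library, every cell thinned to 3000 UMIs. Bars start at 0 and error bars are exact binomial 95% intervals; the mLN libraries sit at 79.6% and 81.6% and the pLN libraries at 64.0% and 63.5% on the left.

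Clusters of another cell type held 18.7% of kept cells in control mLN (17.2 to 20.2), 25.1% in control pLN, 17.4% in Gα13-deficient mLN and 26.2% in Gα13-deficient pLN. The pLN shares were unstable, at 40.2% in control and 45.6% in Gα13-deficient cells at a Leiden resolution of 0.4, and 36.7% and 39.7% in droplets with a single hashtag. These were plasma-like, T-like and non-GC B-like cells, and no cluster was named myeloid-like, NK-like, stromal-like or erythroid-like. The sort gate for GC B cells, which selected cells low in IgD and CD38, can set these shares. Light zone-like (LZ-like) clusters held 7.54%, 22.3%, 10.3% and 29.0% of the summed cells, in the order control mLN, control pLN, Gα13-deficient mLN and Gα13-deficient pLN. Different clusters held most LZ-like cells at the 2 sites, and no cluster was LZ-like at a Leiden resolution of 0.4, so no order was read from these shares.

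Each library also held 3 hashtags, oligonucleotide tags added to cells before capture, and what they mark is not given in the sources used here. Comparing every hashtag group of a library with every group of the other library gave 9 pairings per comparison, a choice made after seeing the data. The MYC target median between genotypes in mLN lay between 0.05 and 0.24 in these pairings, above 0 in all 9, while that between hashtag groups of the same mLN library reached 0.11. The glycolysis median in mLN lay between 0.03 and 0.19, and Gapdh between 0.51 and 0.62. Hashtag groups of Gα13-deficient mLN differed by up to 0.07 in glycolysis, above the lowest of these pairings. Medians of S phase genes crossed 0 between pairings (-0.04 to 0.22 in mLN and -0.07 to 0.28 in pLN), as did those of mTORC1 signalling (-0.04 to 0.11 and -0.13 to 0.11) and dissociation stress genes (-0.19 to 0.37 and -0.72 to 0.16). In pLN so did MYC targets (-0.08 to 0.14), glycolysis (-0.14 to 0.16), oxidative phosphorylation (-0.02 to 0.17) and cytosolic ribosomal proteins (-0.00 to 0.06), and in mLN genes of G2 and mitosis (-0.11 to 0.08). Erh lay between 0.72 and 0.91, and Myc between 0.04 and 0.71, with Myc in hashtag groups of 1 mLN library differing by up to 0.63. In pLN the median of G2 and mitosis genes lay between 0.19 and 0.54, and Hist1h2ap between 1.51 and 1.75. The log2 ratios of Nrgn (-2.13 to 0.38), Nrep (-2.74 to 0.65), Fbxw7 (-1.74 to 0.27) and Samsn1 (-1.36 to 0.08) in mLN, and of Akap12 (-1.17 to 0.31) and Dusp5 (-0.62 to 0.08) in pLN, crossed 0 between pairings. So did, among the study's genes with counting intervals clear of 0, Gna13 (-0.31 to 0.02), S1pr3 (-0.14 to 1.19) and Cd83 (-0.46 to 0.17) in mLN, and Ccnd3 (-0.06 to 0.16), Slc38a1 (-0.15 to 0.04) and Cd83 (-0.89 to 0.03) in pLN.

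Between sites in control, the pairings lay between 0.14 and 0.28 for MYC targets, 0.03 and 0.15 for glycolysis, 0.03 and 0.23 for mTORC1 signalling and 0.03 and 0.49 for S phase genes. Hashtag groups of control pLN differed by up to 0.27 in S phase genes. Between sites in Gα13-deficient cells, the pairings lay between 0.15 and 0.44 for MYC targets, 0.01 and 0.43 for glycolysis, 0.02 and 0.31 for mTORC1 signalling and 0.11 and 0.36 for S phase genes, and hashtag groups of Gα13-deficient pLN differed by up to 0.16, 0.24, 0.18 and 0.13 in these lists. Myc lay between 0.01 and 0.79 in control, where hashtag groups of 1 library differed by up to 0.74, and between 0.24 and 1.16 in Gα13-deficient cells. Ccnd3 in control (-0.23 to 0.04), and Gna13 (-0.03 to 0.38) and Cd83 (-1.07 to 0.23) in Gα13-deficient cells, crossed 0 as well.

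**Figure D4:**
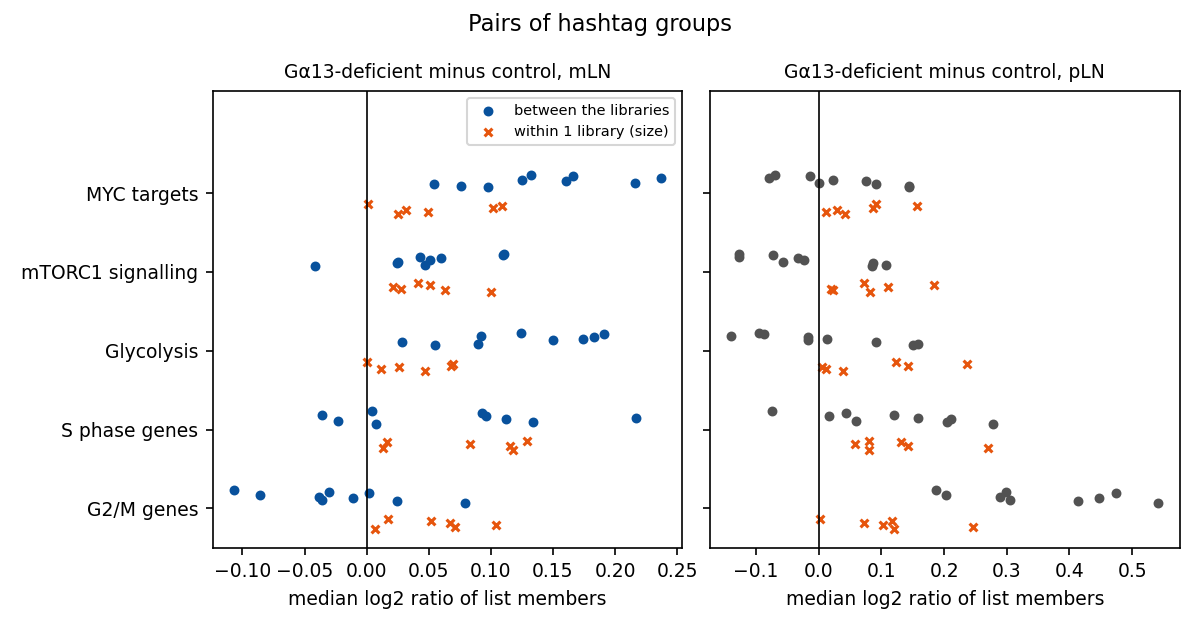
Median log2 ratio of 5 gene lists between hashtag groups, in mLN (left) and pLN (right). Circles are the 9 pairings of a Gα13-deficient with a control hashtag group, and crosses are the sizes of the medians between hashtag groups of 1 library; in pLN mTORC1 signalling and glycolysis lie on both sides of 0.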

Values the study reported

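The study reported sorting the cells from 3 mice of each genotype and loading about 15000 cells of each condition for capture. It gave neither a filter on cells nor the number of cells kept for its single-cell analysis.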

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

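The tests of this part were written before their results were seen, but the rule that picked these results was set after the medians had been seen, and droplets with a single hashtag were chosen as an alternative after seeing the data. For 4 lists the median genotype ratio had opposite signs at the 2 sites and the interval of the difference lay clear of 0, and no difference between sites was tested, since each group had 1 library. Medians of the BCR, CD40 and NF-kB, non-GC B cell and heavy chain constant gene lists had opposite signs too, with intervals of the difference that reached both sides of 0. For G2/M genes the difference of the log2 ratios, mLN minus pLN, was -0.33 (0.31 in pLN and -0.04 in mLN). For dissociation stress genes it was 0.40 (0.12 in mLN and -0.19 in pLN), but the 9 pairings of hashtag groups crossed 0 at both sites (-0.19 to 0.37 and -0.72 to 0.16), and hashtag groups of 1 library differed by up to 0.35 in mLN and 0.53 in pLN. For glycolysis it was 0.11 (0.13 and -0.01), and for mTORC1 signalling 0.058 (0.057 and -0.034), inside the 95% range of matched random lists (-0.03 to 0.07), and in both of these the sign in pLN changed under other scalings.

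The higher G2/M transcripts in the Gα13-deficient pLN library, with a median of 0.31, were set against technical explanations. Droplets with more than 1 cell are argued against as the whole cause by a median of 0.29 in droplets with a single hashtag, although cells sharing a hashtag stay undetected there. More damaged cells in control were weighed with the stricter cell filter, where the median was 0.31. This argues against the cells that the filter removes as the whole cause, while milder damage and handling stay open. In the summed pLN cells mitochondrially encoded genes had a median of -0.40 between genotypes, and dissociation stress genes -0.19. The spread inside a library stays open, since hashtag groups of control pLN differed among themselves by up to 0.25, above the lowest of the 9 pairings between genotypes at 0.19. That largest difference involved the smallest group, with 184 summed cells, and the other pairs of control pLN groups differed by 0.10 and 0.12. No test of phases was written for this median, which kept its sign with phases reweighted. Cells called G2M made up 27.1% of control pLN and 30.1% of Gα13-deficient pLN, and cells called S 37.0% and 33.4%. Depth was not tested as a cause, with medians of 8024 UMIs per summed cell in control pLN and 10038 in Gα13-deficient pLN. The G2/M median kept its sign with cells thinned to 3000 UMIs and with the mean of per-cell CPM. Resting B cells were not tested as a cause either, with non-GC B cell genes at -0.24 (-0.39 to 0.16). The G2/M median kept its sign with all kept cells summed and with non-GC B-like cells kept. In mixed chimeras the paper found lower BrdU uptake, a mark of DNA copying, in pLN GC B cells lacking Gα13. The transcripts are thus not read as more proliferation. Loss of Gα13, the mix of phases or cells, depth, damage or handling, or a difference between pools of cells may lie behind the difference. With 1 library per group these cannot be told apart.

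Droplets with more than 1 hashtag, a column that the comparisons of genes did not use, made up 26.6% of kept cells in control mLN, 17.1% in control pLN, 23.8% in Gα13-deficient mLN and 16.3% in Gα13-deficient pLN. Heavy chain calls were not used by the comparisons of genes either. Among summed cells with a called heavy chain, Igha was called in 19.4% in Gα13-deficient mLN (17.9 to 21.0) and in 3.44% in control mLN (2.51 to 4.59). The shares of hashtag groups overlapped, at 4.77%, 34.2% and 16.1% against 8.50%, 1.41% and 0%. Among T-like cells, which should express no heavy chain, 18 of 69 in Gα13-deficient mLN had a called chain, and 0 of these were Igha, which allows a share of up to 18.5%. In control mLN 1 of 10 called T-like cells was Igha, so these few cells do not settle how much of the calls is background.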

How the results depend on the processing

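A value counts as reversed here when it changed sign and the reported interval lay clear of 0, and as stayed or moved by whether it lay inside that interval, which can include a change of sign. Keeping doublets changed nothing, since none had been called, and is left out of the counts. Of 210 alternative values of the MYC target, mTORC1 signalling and S phase medians, 168 stayed, 38 moved and 4 reversed, and 10 changed sign in all. Beyond the 4 reversed, these were MYC targets between genotypes in pLN under 4 settings and the difference for S phase genes under TMM scaling and with phases reweighted. Of 72 alternative values of shares, 19 stayed and 53 moved. Among 1299 of other list medians 1171 stayed, 114 moved and 14 reversed, and 132 changed sign in all. Among 2652 of named genes 1959 stayed, 681 moved and 12 reversed, and 40 changed sign in all. The alternatives were chosen before the data were examined, except droplets with a single hashtag and sums that keep non-GC B-like cells. The number of members named per list was settled after seeing which genes reversed, so the 12 reversals are a count over the genes named and not over all members. Unless stated, the cause was not tested.

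With G1 cells only, MYC targets were at 0.24 between genotypes in mLN, 0.14 between sites in control, 0.40 between sites in Gα13-deficient cells and 0.23 for the difference between sites of the genotype ratios. In the same order mTORC1 signalling was at 0.18 in mLN, 0.39 between sites in Gα13-deficient cells and 0.26 for the difference, and S phase genes at 0.28 in mLN and 0.14 and 0.34 between sites in control and Gα13-deficient cells. Reversed there were G2/M genes at -0.045 between genotypes in pLN and -0.016 between sites in Gα13-deficient cells, cytosolic ribosomal proteins at -0.012 between sites in Gα13-deficient cells, the unfolded protein response at 0.074 for the difference, the Gα13 pathway list at 0.0037 in pLN, Cd83 at 0.13 in mLN, and in pLN Hist1h2ae at -0.36, Ankle1 at -0.94, Hist1h3f at -0.70, Ube2c at -0.46, Parpbp at -0.55, Rrm2 at -0.24 and Ier2 at 0.045. G1 cells are called by low S and G2/M scores, so genes of those phases are low there by construction.

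With the looser cell filter, MYC targets were at 0.18 and 0.26 between sites in control and Gα13-deficient cells, S phase genes at 0.038 and 0.093, and G2/M genes reversed to -0.10 in Gα13-deficient cells. With the stricter filter, MYC targets were at 0.27 between sites in Gα13-deficient cells, S phase genes at 0.048 and 0.10, and G2/M genes reversed to -0.11. With phases reweighted, MYC targets were at 0.27 between sites in Gα13-deficient cells, S phase genes at 0.063 in control and 0.064 in Gα13-deficient cells, and G2/M genes reversed to -0.093 in Gα13-deficient cells. With TMM scaling in pLN, MYC targets were at 0.063, S phase genes at 0.097, and mTORC1 signalling reversed to 0.018, GC identity to 0.0029 and the Gα13 pathway list to 0.0080, while the difference for MYC targets was 0.064. With DESeq2 size factors in pLN, MYC targets were at 0.055, S phase genes at 0.089, and mTORC1 signalling reversed to 0.0087 and the Gα13 pathway list to 6.11e-06. With the mean of per-cell CPM, MYC targets were at -0.036 in pLN and 0.13 for the difference, mTORC1 signalling at -0.079 and 0.12, and S phase genes reversed to -0.035 in pLN and were at 0.40 between sites in Gα13-deficient cells. With cells thinned to 3000 UMIs, MYC targets were at -0.026 in pLN and 0.14 for the difference, S phase genes reversed to -0.0018 in pLN and were at 0.37 between sites in Gα13-deficient cells, and the Gα13 pathway list reversed to 0.012 in pLN.

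With all kept cells summed, mTORC1 signalling was at -1.10e-05 in pLN and S phase genes at 0.32 between sites in Gα13-deficient cells. The unfolded protein response reversed to -0.16 between genotypes in mLN and 0.16 between sites in Gα13-deficient cells, as did Rilpl2 at -0.10, Sdf2l1 at -0.16 and Pdia6 at -0.10 in mLN and Sfn at 0.28 in pLN. With non-GC B-like cells kept, MYC targets were at 0.34 between sites in control, and S phase genes at 0.30 and 0.36 in control and Gα13-deficient cells.

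Shares follow in the order control mLN, control pLN, Gα13-deficient mLN and Gα13-deficient pLN. Cells with a Myc UMI made up 5.40%, 4.26%, 6.36% and 3.81% when thinned to 1500 UMIs, 14.3%, 10.1%, 15.9% and 9.70% when thinned to 5000 UMIs, and 20.6%, 14.3%, 21.2% and 16.0% without thinning, since deeper cells show more UMIs by construction. Cells called S or G2M made up 76.4%, 60.7%, 77.8% and 60.7% when thinned to 1500 UMIs, and 71.7%, 51.1%, 74.7% and 51.6% of all kept cells. At 5000 UMIs the share moved to 77.4% in control mLN and 83.6% in Gα13-deficient mLN, without thinning to 77.4%, 78.7% and 61.3% in control mLN, Gα13-deficient mLN and Gα13-deficient pLN, and in droplets with a single hashtag to 79.8% in Gα13-deficient mLN.

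Clusters of another cell type held 20.6%, 40.2%, 20.1% and 45.6% at a Leiden resolution of 0.4. At 1.6 the share moved to 26.9%, 18.9% and 27.7% in the last 3 libraries, without cell cycle genes to 20.3%, 31.2% and 34.5% in control mLN, control pLN and Gα13-deficient pLN, and in droplets with a single hashtag to 36.7% and 39.7% in the pLN libraries. LZ-like clusters held 0%, 0%, 0% and 0% at 0.4, 13.4%, 16.1%, 13.4% and 21.6% at 1.6, and 10.6%, 19.9%, 16.7% and 24.9% without cell cycle genes. In droplets with a single hashtag they held 6.03%, 3.61% and 5.66% in control mLN, control pLN and Gα13-deficient pLN. Depth limits what can be seen: 377, 639, 541 and 286 summed cells were too shallow to be thinned to 3000 UMIs, and genes under 5 CPM entered no list median.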

Other observations

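Called heavy chains differed between sites and between the mLN libraries. IgM, encoded by Ighm, was the called heavy chain in 23.5% of called cells in control mLN and 24.2% in Gα13-deficient mLN, against 67.5% in control pLN and 63.8% in Gα13-deficient pLN. In mLN, Ighg1 was called in 42.8% of control and 25.0% of Gα13-deficient cells, Ighg2b in 22.7% and 28.3%, and Igha, the gene of IgA, in 3.44% and 19.4%. In pLN, Igha was called in 0 of 1865 control cells, which allows a share of up to 0.198%, and in 1 of 2308 Gα13-deficient cells. Igha shares were uneven between hashtag groups, with 4.77%, 34.2% and 16.1% in Gα13-deficient mLN and 8.50%, 1.41% and 0% in control mLN. In these groups Ighg1 shares were 32.4%, 25.0% and 10.7% against 34.9%, 51.5% and 30.9%, and Ighg2b shares 32.3%, 19.7% and 36.7% against 24.3%, 14.9% and 27.4%, so the shares of all 3 genes overlapped between genotypes. Calls carry background: 27.8%, 21.9%, 26.1% and 34.3% of T-like cells, which should express no heavy chain, had a call in control mLN, control pLN, Gα13-deficient mLN and Gα13-deficient pLN, of which 60.0%, 83.3%, 72.2% and 79.6% were Ighm, against calls in 62.2%, 70.7%, 67.0% and 82.2% of the summed cells. Part of the calls, those of Ighm above all, can thus come from RNA of other cells. Igha was called in 1 of 10 called T-like cells in control mLN and in 0 of 18 in Gα13-deficient mLN. The list of 8 heavy chain constant genes had median log2 ratios of 0.03 and -0.06 between genotypes in mLN and pLN, and of 1.31 and 0.58 between sites in control and Gα13-deficient cells.

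Differences of further lists were mixed in direction, and some were as large as those described above. Between genotypes in mLN and pLN, medians were -0.02 and -0.00 for sterol synthesis (which changed sign under TMM and DESeq2 scaling), 0.05 and 0.02 for glutamine and amino acid transport and use, 0.03 and -0.08 for the response to BCR, CD40 and NF-kB, 0.05 and 0.05 for light zone genes, 0.00 and 0.10 for dark zone genes, -0.04 and -0.05 for GC identity, -0.01 and -0.11 for p53 targets, 0.04 and 0.01 for plasma cell genes and 0.03 and -0.24 for non-GC B cell genes. The Gα13 pathway list was at -0.01 and -0.04, with signs that changed under TMM and DESeq2 scaling, as that of GC identity in pLN did under TMM and that of p53 targets in mLN under both. In mLN, interferon response genes were at -0.10 and dissociation stress genes at 0.12. Within the BCR, CD40 and NF-kB list, the early activation gene Cd69 was at 0.42 in mLN and -0.42 in pLN. Between sites in control and Gα13-deficient cells, medians were -0.74 and 0.07 for dissociation stress genes, -0.27 and -0.04 for the interferon response, 0.21 and 0.06 for dark zone genes, 0.17 and 0.09 for plasma cell genes, 0.25 and 0.18 for p53 targets, -0.05 and -0.12 for the unfolded protein response, and 0.09 and 0.34 for mitochondrially encoded genes. Of the marker lists of other types, 2 of 17 T cell genes, 2 of 17 myeloid and dendritic cell genes, 0 of 9 NK cell genes and 1 of 14 stromal genes reached 5 CPM in any library. Of 8 erythroid genes 3 did, with a median of 0.65 between genotypes in pLN. Hbb-bt stood at 46.5 CPM in Gα13-deficient mLN and 17.0 CPM in control mLN, while the alpha globin gene Hba-a1 had 1 count in Gα13-deficient mLN and 0 counts in control mLN.

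The tests below were written before their results were seen, except that reweighting was added to the test of phases between sites after the value in G1 cells had been seen, and phases as the whole cause and the spread inside the control libraries were tested only after their values had been seen. The higher MYC target transcripts in the Gα13-deficient mLN library, with a median of 0.12, were set against technical explanations. Droplets with more than 1 cell are argued against as the whole cause by a median of 0.14 in droplets with a single hashtag, and a different mix of phases by a median of 0.11 after reweighting every library to 1 mix of phases. The spread inside a library stays open, since hashtag groups of Gα13-deficient mLN differed by up to 0.11, above the lowest of the 9 pairings between genotypes at 0.05. Cell damage and handling were not weighed and stay open too. Barcodes with more than 10% mitochondrial UMIs made up 19.2% of control mLN and 6.61% of Gα13-deficient mLN, and dissociation stress genes had a median of 0.12. Over the alternatives, the stricter cell filter among them, the MYC target median ranged from 0.086 to 0.24. An effect of genotype may lie behind the difference, but it, handling and the spread between pools of cells cannot be told apart here.

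The higher MYC target transcripts of mLN than of pLN in control, with a median of 0.26 (0.18 to 0.32), were weighed in the same way. Uneven removal of other cell types is argued against as the whole cause by a median of 0.24 with all kept cells summed, and 0.34 with only non-GC B-like cells put back. That value also shows that such cells in pLN raise the median, so resting B cells left in the summed pLN cells stay open as a part of it. The mix of phases is argued against as the whole cause: the median stayed above 0, at 0.14 (0.09 to 0.23) in cells called G1 and 0.20 (0.16 to 0.24) after reweighting. As a part of the difference it stays open, since the value in G1 cells lay below the reported interval, which met the condition first written for a phase effect, and the reweighted value lay inside it. The test of spread first written took all 4 libraries and could not decide. Hashtag groups of Gα13-deficient pLN differed by up to 0.16, above the lowest of the 9 control pairings at 0.14. A test added after the values had been seen took the control libraries alone. It argues against the spread inside them: their hashtag groups differed by at most 0.049, below that lowest pairing. For the Gα13-deficient libraries the spread stays open, since the 0.16 in Gα13-deficient pLN lay above the lowest of their 9 pairings at 0.15. A difference between the sites themselves may remain, and it cannot be told apart from a part played by phases. Nor can it be told apart from the kind of response. The pLN were immunized, while the paper describes GCs of mLN as also forming during homeostasis.

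A hypothesis was that each hashtag marks its own pool of B cell clones, as separate mice would. If so, heavy chain V gene use should differ between hashtag groups more than in random splits of the same cells. The distance between hashtag groups in the share of cells per V gene was 0.587 in control mLN, 0.459 in control pLN, 0.550 in Gα13-deficient mLN and 0.426 in Gα13-deficient pLN. The highest values among 100 random splits were 0.355, 0.406, 0.277 and 0.299, so the lowest ratio of the observed to the highest random distance was 1.13. The hashtags may therefore mark separate pools of clones, such as separate mice or separate nodes. Which animals the tags stand for is not given in the sources used here. The number of hashtags in each library equals that of the mice reported per genotype. If the tags mark mice, the genotypes could be compared with mice as replicates, which was not done because that meaning stayed unknown.

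Another hypothesis concerned Amz2, which lies near Gna13 on chromosome 11 (109425946 to 109452813 in mm10) and was lower in Gα13-deficient cells at both sites, by -0.53 and -0.51. A stretch around Gna13 that differs between the genotypes, such as the strain background carried along with the loxP sites, may affect neighbours as well. If so, at least 1 other neighbour within 1 Mb should differ by at least 0.25 in the same direction at both sites. Of 5 other measured neighbours, 1 did: 9930022D16Rik (109413917 to 109420405), a gene outside the naming rule and chosen after its values were seen, was higher by 0.84 and 0.65, the opposite direction to Amz2. Among 8496 genes measured genome-wide, with unnamed gene models but without immunoglobulin, T cell receptor, mitochondrial and sex-linked genes, 121 (1.42%) met the condition, among them 16 of 359 gene models (4.46%). These rates were counted after the neighbours had been seen. The condition was thus met by 1 gene model alone and by 0 of 3 named neighbours, so the support is weak and the explanation stays open. Reads running past the end of Gna13 were not examined, since the deposited files hold counts.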
